# Genes and Gene Networks Involved in Sodium Fluoride-Elicited Cell Death Accompanying Endoplasmic Reticulum Stress in Oral Epithelial Cells

**DOI:** 10.3390/ijms15058959

**Published:** 2014-05-20

**Authors:** Yoshiaki Tabuchi, Tatsuya Yunoki, Nobuhiko Hoshi, Nobuo Suzuki, Takashi Kondo

**Keywords:** sodium fluoride, gene expression, gene network, cell death, endoplasmic reticulum stress, oral epithelial cell

## Abstract

Here, to understand the molecular mechanisms underlying cell death induced by sodium fluoride (NaF), we analyzed gene expression patterns in rat oral epithelial ROE2 cells exposed to NaF using global-scale microarrays and bioinformatics tools. A relatively high concentration of NaF (2 mM) induced cell death concomitant with decreases in mitochondrial membrane potential, chromatin condensation and caspase-3 activation. Using 980 probe sets, we identified 432 up-regulated and 548 down-regulated genes, that were differentially expressed by >2.5-fold in the cells treated with 2 mM of NaF and categorized them into 4 groups by *K*-means clustering. Ingenuity^®^ pathway analysis revealed several gene networks from gene clusters. The gene networks Up-I and Up-II included many up-regulated genes that were mainly associated with the biological function of induction or prevention of cell death, respectively, such as *Atf3*, *Ddit3* and *Fos* (for Up-I) and *Atf4* and *Hspa5* (for Up-II). Interestingly, knockdown of *Ddit3* and *Hspa5* significantly increased and decreased the number of viable cells, respectively. Moreover, several endoplasmic reticulum (ER) stress-related genes including, *Ddit3*, *Atf4* and *Hapa5*, were observed in these gene networks. These findings will provide further insight into the molecular mechanisms of NaF-induced cell death accompanying ER stress in oral epithelial cells.

## 1. Introduction

Fluoride is abundant in the environment and its addition to water and toothpaste has been instrumental in the decline of dental caries. A major source of fluoride is drinking water, including underground water contaminated by geological sources and fluoridated community drinking water. Although an appropriate range of fluoride is thought to be safe and effective for caries reduction, excessive fluoride intake results in toxic effects in either hard tissues of the teeth and skeleton or soft tissues of the kidneys, lungs and brain [1–4]. In addition, when toothpastes or mouse rinses are applied to the tooth surface, a relatively high concentration of fluoride comes into contact with and can be absorbed by the oral mucosa [5]. Previous reports have demonstrated that toxic effects of fluoride were observed in the oral mucosa *in vivo* [6,7] and oral cells *in vitro* [8–10].

Fluoride at a millimolar range affects diverse cellular functions such as enzyme activity, induction of DNA damage, signal transduction and cell-cycle changes [1,4,6,8,11], and induces forms of cell death, including apoptosis [1,6,8,11–13]. Sodium fluoride (NaF) is reported to be cytotoxic to oral mucosal fibroblasts due to its inhibition of protein synthesis and mitochondrial functions [8]. He and Chen [6] reported that fluoride could induce DNA damage and cell cycle changes and lead to apoptosis in oral mucosal cells and hepatocytes. In addition, NaF induces apoptosis through bcl-2 family protein-, caspase- and/or c-jun *N*-terminal kinase-mediated pathways [11,13].

The endoplasmic reticulum (ER) is a key organelle in the secretory pathway. ER stress occurs when unfolded or misfolded proteins are increased in the ER, triggering an unfolded protein response that is designed to restore protein homeostasis [14,15]. A variety of physiological and pharmacological insults lead to ER stress. The chaperone-binding protein, heat shock 70 kDa protein 5, glucose-regulated protein, and 78 kDa (Hspa5), a central regulator of ER homeostasis, are up-regulated under ER stress conditions [16]. The basic-region leucine zipper (bZIP) transcription factor DNA-damage-inducible transcript 3 (Ddit3) is induced in response to cellular stresses, especially ER stress, and is involved in the process of apoptosis associated with ER stress [17]. Experimental data have demonstrated that fluoride induces ER stress in several kinds of cells [9,10,18,19]. In ameloblast cells, fluoride elicits ER stress and expression of Hspa5 and inhibits cell growth and protein secretion [10,18]. Also, treatment with fluoride is reported to induce ER stress and apoptosis or cell damage and to increase the expressions of Hspa5 and Ddit3 [9,19]. As described above, many biological processes are affected by fluoride [1], whereas the overall responses to fluoride in cells are still unclear. Transcript profiling technologies including DNA microarray have made it possible to profile global gene expression patterns associated with different biological responses during chemical and physiological stresses. To date, several studies have utilized this technology for identifying changes in the gene expression of odontoblast culture cells induced by a fluoride at non-toxic doses [20], incisor pulp tissue during fluorosis [21] and the sperm of mice treated with fluoride [22]. Recently, pathway analysis technologies have enabled the mapping of gene expression data into relevant pathway maps on the basis of their functional annotation and known molecular interactions and we have used these in biological experiments [23,24]. The aim of the present study was to better understand the molecular mechanisms by which NaF induces cell death; thus, we determined the gene expression patterns of oral epithelial ROE2 cells exposed to this compound using a combination of global-scale microarrays and bioinformatics tools.

## 2. Results

### 2.1. The Effects of Sodium Fluoride (NaF) on Cell Number and Cell Viability in Oral Epithelial ROE2 Cells

We monitored whether NaF affected cell number and cell viability in oral epithelial ROE2 cells [25]. NaF at concentrations of 2 and 4 mM resulted in a significant decrease in cell number by the trypan blue dye exclusion assay, and the inhibition percentages were 59.3% and 74.4%, respectively (Figure 1A). Exposure of the cells to NaF at concentrations of 1, 2 and 4 mM significantly and concentration-dependently decreased cell viability in the WST-8 assay, and the inhibition percentages were 22.3%, 50.5% and 74.7%, respectively (Figure 1B).

### 2.2. The Effects of NaF on Protein Content, Mitochondrial Membrane Potential (MMP) and Cell Death in ROE2 Cells

NaF (2 and 4 mM) significantly reduced the protein content in cells, and the inhibition percentages were 15.4% and 25.9%, respectively (Figure 2A). Mitochondrial membrane potential (MMP) was determined using JC-1, a cytofluorimetric dye. JC-1 can selectively enter into mitochondria and reversibly change color from green (the monomeric form of JC-1) to red (the aggregate form) as the membrane potential increases [26]. Although intact MMP (red fluorescence) was observed in the control group (Figure 3A–C), exposure of the cells to NaF (2 mM) induced a marked decrease of MMP (green fluorescence) (Figure 3D–F). When cell death was evaluated as the level of chromatin condensation, it was significantly increased to 15.0% and 27.1% in the cells treated with NaF at concentrations of 2 and 4 mM, respectively (Figure 2B). Caspase-3 is known to be a critical executioner of apoptosis, and is activated by the proteolytic processing of its inactive zymogen into activated p17 and p12 fragments [27]. A Western blot with anti-caspase-3 antibody clearly demonstrated that although the protein level of cleaved caspase-3 was below the detection limit in vehicle-treated cells, the level was markedly elevated in NaF (2 mM)-treated cells. The peak expression of the fragment was observed at 6 h after the treatment. On the other hand, the protein level of procaspase-3 was constant under both experimental conditions. Moreover, an increase in the expression level of cleaved caspase-3 was observed in compound-treated cells, which was demonstrated by Western blot with anti-cleaved caspase-3 antibody (Figure 4). These data indicated that NaF (2 mM) decreased either the protein content or MMP, and induced cell death. For further experiments, we selected a concentration of 2 mM NaF.

### 2.3. Global Gene Expression and Cluster Analyses

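ROE2 cells, an immortalized line from the oral epithelium of fetal rats that carry a temperature-sensitive large T-antigen, were sampled at 0, 3, 6 and 12 h of vehicle and at 3, 6 and 12 h of 2 mM NaF. RNA of 3 independent experiments was pooled for each of these 7 conditions, and each pool was hybridized to 1 Affymetrix rat genome array, so no condition had a replicate array. The deposited values were log2 signals per probe set, already normalized to one another: the medians of the 7 arrays lay between 5.32 and 5.35. The authors scanned the arrays and analyzed the intensities in GeneSpring GX. The summarization and normalization methods are not given in the sources used here. The 23 tested epithelial genes had a median log2 signal of 11.80 in vehicle, such as Dsg2, a desmosomal cadherin, with 10.14. Of 13 listed leukocyte genes, 16 skeletal muscle genes and 10 endothelial genes, 1 each (Cd14, Myh1 and Egfl7) was bright enough to be tested. Cd14, a receptor for bacterial lipopolysaccharide that epithelial cells can also express, changed by -0.74, -1.28 and -0.70 on the log2 scale at 3, 6 and 12 h of NaF. Gapdh, the reference gene of the qPCR assays, changed by 0.05, 0.11 and 0.04 with a standard error of 0.06. Of 10 tested reference genes, 1 was higher and 2 were lower at 12 h, among them Gusb at -1.01 and Hprt1 at -0.62. RNA quality was compared through the beta-actin control probes. The 3' signal exceeded the 5' signal by 1.98, 2.83, 1.53 and 1.54 on the log2 scale in the vehicle arrays of 0, 3, 6 and 12 h and by 2.39, 1.77 and 2.15 in the NaF arrays of 3, 6 and 12 h. The array with the widest gap was thus the vehicle array of 3 h. The log2 signal of the 5S rRNA control was 4.90 to 5.46 in the vehicle arrays. In the NaF arrays of 3, 6 and 12 h it was higher, at 5.67, 6.65 and 6.00, and the reason was not tested. Vehicle arrays correlated pairwise at 0.9961 to 0.9987 over all probe sets. Fold changes were taken against the vehicle array of the same time. For a test, limma compared each NaF array with the mean of the 4 vehicle arrays, taking the spread from those 4 arrays and assuming that the lone NaF array varied like them. The p-values therefore measure the spread between pooled vehicle samples over time, not between separate NaF experiments. In simulated data of the same size, 31%, 87% and 99.5% of 200 probe sets changed by 0.5, 1 and 2 on the log2 scale were recovered in the 12 h comparison. Only these 200 of 11379 probe sets were changed in the simulation, whereas 3418 were called higher and 3521 lower in the real comparison. The adjusted p depends on that share, so these percentages do not give the recovery of the real comparison.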

To identify genes that were differentially expressed and were involved in cell death induced by NaF in ROE2 cells, time course global-scale gene expression analysis was performed using a GeneChip^®^ system. Of the 31,099 probe sets analyzed, 11,379 probe sets were expressed in ROE2 cells treated with or without 2 mM of NaF for 3, 6 and 12 h treatments. 

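The deposited table listed signals for 31099 probe sets. Present or absent calls were not used here, so the 11379 probe sets with the highest signal in any of the 7 arrays were taken, the number that the paper gives. The dimmest of these reached a log2 signal of 7.14 on its brightest array. Of the 11379, 9476 had 1 gene symbol, 263 had several and 1640 had none, and the 9476 named 7653 genes. Most of the genes named by the paper were among them, such as Ddit3 with a mean log2 signal of 9.10 in vehicle, Hspa5 with 12.02 and Atf4 with 11.95. Some low genes that rose with NaF were kept through their NaF arrays alone, such as Il6, a cytokine, with a mean log2 signal of 4.08 in vehicle, and Fosb with 4.44. Folds of such genes are limited from below by the background signal of the array. Mmp10, a matrix metallopeptidase (3.85 in vehicle), and Nr4a1, an orphan nuclear receptor (4.99), stayed below the limit on every array and were not tested.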

The lists of probe sets obtained from cell samples have been deposited in the Gene Expression Omnibus, a public database, and are accessible through the series accession number (GSE53937). Expression analysis using GeneSpring^®^ software demonstrated that a total of 980 probe sets, 432 up-regulated and 548 down-regulated, were differentially regulated by a factor of 2.5 or more. In addition, *K*-means clustering, a non-hierarchical gene clustering algorithm, was conducted to generate the major patterns of gene expression during NaF-elicited cell death. 

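Genes were ranked at their brightest tested probe set by the change against the vehicle array of the same time. Their changes are given against the mean of the 4 vehicle arrays. The largest rises at 3 h of NaF were those of immediate early transcription factors. Egr2 rose by 4.76 on the log2 scale (standard error 0.18, limma adjusted p = 0.0016) and Egr4 by 3.42 (standard error 0.26, limma adjusted p = 0.0032), together with Fosb, Fos and Atf3. The largest falls at 3 h were those of Igsf9 (-2.68), Rbak (-2.05), Myc (-1.89), Dact2 (-1.88) and Hyal2 (-1.64). Myc, a transcription factor of cell growth, fell only for a time: its log2 change was -0.03 at 6 h and 0.89 at 12 h (limma adjusted p = 0.0027). At 6 h, Tnf, Csrnp1 (3.58), Egr2 (3.52), Atf3 and an unnamed locus, LOC102549836 (3.57), stood highest among the brightest probe sets. The other tested probe set of Nr4a3, an orphan nuclear receptor, rose by 2.98, 4.42 and 4.13 at 3, 6 and 12 h, and its brightest by 1.45, 2.68 and 2.12. The largest falls at 6 h were those of Dact2 (-2.56), B3galnt1 (-2.38), Lmnb1 (-2.20), which encodes lamin B1, Bhlhe41 (-2.18) and Espl1 (-1.98), which encodes separase. At 12 h the largest rises of the brightest tested probe sets were those of the cytokines Il6 (5.53), Il23a (4.40) and Tslp (4.24). Next came Cxcl2 (3.00), a chemokine, Itsn1 and Trib3 (both 3.71) and Rcan1 (3.46), an inhibitor of calcineurin. The 46.2-fold change of Il6 rests on a vehicle signal near the background, which limits the fold. Itsn1 had a brighter probe set that was not tested, at 0.26 at 12 h, and a further untested one at 0.04. The largest falls were those of Aass (-3.10), an enzyme of lysine breakdown, Dact2 (-2.96), Sdr16c5 (-2.84), Pycard (-2.62), the adaptor of inflammasomes, and Serpinb10 (-2.58). In number, 692 of the 11379 probe sets differed by 2.5-fold or more from the vehicle array of the same time, 345 higher and 347 lower. The change grew with time, from 31 higher and 39 lower at 3 h to 144 and 142 at 6 h and 313 and 231 at 12 h. Of the 31 probe sets higher at 3 h, 22 were still 2.5-fold higher at 12 h, whereas of the 39 lower at 3 h, 5 were still lower. Among the vehicle arrays themselves, compared with 0 h, 0 probe sets were 2.5-fold higher and 1 was lower. In the limma test at an adjusted p under 0.05, 338 probe sets were higher and 695 lower at 3 h, 1963 and 2479 at 6 h, and 3418 and 3521 at 12 h. The split at 3 h depended on the scaling, with 596 higher and 795 lower after the array medians were set equal. Without the vehicle array of 6 h, 65 probe sets were higher and 148 lower at 3 h. Of the 692 probe sets past 2.5-fold, 689 passed the limma test at some time.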

As shown in Figure 5, the differentially expressed probe sets were classified in 4 clusters, designated as Up-I, Up-II, Down-I and Down-II. 

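K-means clustering with 4 clusters was run on the 692 probe sets past 2.5-fold, each centered on its median over the 7 arrays. It gave a pair of clusters of rises and a pair of clusters of falls, and in each pair the cluster with the larger mean change at 3 h was called I. Up-I held 71 probe sets of 45 named genes, among them Atf3, Ddit3, Fos, Egr1, Il6, Trib3 and Dusp1. Up-II held 276 probe sets of 195 genes, among them Atf4, Hspa5, Herpud1, Dnajb9 and Cflar. Down-I held 152 probe sets of 116 genes, such as Igsf9, Lmnb1 and Dnajb1, and Down-II held 193 probe sets of 140 genes, such as Pycard, Aass and Gins1. Myc, lower at 3 h and higher at 12 h, fell into Up-II. The same clusters resulted from 10 other random starts for all 692 probe sets. With profiles scaled to an SD of 1 before clustering, 573 of 692 probe sets kept their cluster and Up-I held 163.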

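Up-I and Down-I differed in how long the change lasted. K-means formed them from these same arrays, so this difference is not independent evidence of timing. In Up-I, the mean log2 change against vehicle of the same time was 1.44 ± 0.84 (SD over 71 probe sets) at 3 h, 2.40 ± 0.72 at 6 h and 2.49 ± 0.99 at 12 h. At 3 h, 29 of its probe sets were past 2.5-fold, at 6 h all 71 and at 12 h 64. Its members had their largest change at 12 h in 38 cases, at 6 h in 28 and at 3 h in 5. Among its members, against the mean of the vehicle arrays, Dusp1, a phosphatase that inactivates MAP kinases, had log2 changes of 3.05, 2.98 and 2.02, whereas Chac1, a glutathione-degrading enzyme, climbed from 0.75 through 1.53 to 3.02. In Down-I, the mean log2 change was -0.90 ± 0.51 (SD over 152 probe sets) at 3 h, -1.52 ± 0.38 at 6 h and -0.85 ± 0.64 at 12 h. Of its 152 probe sets, 119 had their largest change at 6 h, 22 at 3 h and 11 at 12 h. Dnajb1, a cytosolic co-chaperone of the heat shock response, was a member with -0.93, -1.40 and -0.87 against the mean of the vehicle arrays. The SDs describe the spread between probe sets of these single arrays, not between experiments.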

Clusters Up-I and Down-I contained 133 rapidly increased and 210 rapidly decreased probe sets, respectively. 

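Up-II and Down-II, also formed from the same arrays, had their largest mean change at 12 h. In Up-II the mean log2 change against vehicle of the same time was 0.23 ± 0.44 (SD over 276 probe sets) at 3 h, 0.92 ± 0.56 at 6 h and 1.68 ± 0.47 at 12 h, and 5, 73 and 249 of the probe sets were past 2.5-fold at these times. Ankrd37 (-0.62, 0.81 and 2.51), a gene induced by hypoxia, and Slc7a11 (0.32, 0.37 and 1.70), the cystine transporter, were members, with changes given against the mean of the vehicle arrays. In Down-II the mean log2 change was -0.17 ± 0.25 (SD over 193 probe sets), -0.61 ± 0.40 and -1.63 ± 0.31. None of its probe sets was past 2.5-fold at 3 h, 13 were at 6 h and all 193 at 12 h. On that baseline Gins1, a subunit of the replicative helicase, fell from -0.12 through -0.45 to -1.57, and Dmkn, an epidermal differentiation gene, from -0.14 through -0.32 to -1.46. At 12 h, 192 of the 193 probe sets had their largest change.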

Clusters Up-II and Down-II contained 299 gradually increased and 338 gradually decreased probe sets, respectively. Information on the probe sets of these clusters is listed in Tables S1–S4 of the supplementary data.

### 2.4. Identification of Gene Functions and Gene Networks

To gain further insight into the molecular mechanism of NaF-induced cell death in ROE2 cells, we performed gene function and pathway analyses using the Ingenuity^®^ Pathways Knowledge Base (Ingenuity Systems Inc., Mountain View, CA, USA). The numbers of functionally annotated genes in the clusters Up-I (133 probe sets), Up-II (299), Down-I (210) and Down-II (338) were 58, 100, 103 and 158, respectively. Functional category analysis of genes of these clusters demonstrated many biological functions, including cell death or ER-stress. 

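Lists of genes with known functions were tested at each time for a shift against all other genes with limma's camera, adjusted over 81 tests. Genes of the apoptosis machinery moved both ways. Of 28 tested genes, 10 were higher and 10 lower at 12 h (10 and 10 when adjusted over the list alone), with a median log2 change of -0.09, a mean of 0.17 and no shift of the list (camera adjusted p = 0.92). The largest rises belonged to Cflar (2.34 at 12 h), Bcl2a1 (1.90), which encodes an antiapoptotic member of the Bcl-2 family, and Casp4 (1.82), which encodes an inflammatory caspase. At 3 h, 3 of the 28 were lower and 1 was higher (8 and 1 when adjusted over the list alone), and the list lay lower at an adjusted p of 0.026 from camera (limma), or 0.49 with an estimated correlation. Of 15 targets of p53, 5 were higher and 6 lower at 12 h (adjusted over the list alone, 5 and 6). Gdf15 (2.17), Sesn2 (1.89) and Gadd45a (0.98) rose and Ei24 fell by 1.08 on the log2 scale. The list's median was -0.06 and its mean 0.19 (camera adjusted p = 0.90). The cells carry a large T-antigen, and whether it altered the response of the p53 targets was not tested. Of 21 cytosolic and mitochondrial heat shock proteins, 7 were higher and 5 lower at 12 h (7 and 5 over the list alone). Lonp1, a mitochondrial protease, rose by 1.36 and Hspb1 fell by 0.90 on the log2 scale, with a list median of -0.07 and a mean of 0.07 (camera adjusted p = 0.90). Targets of NRF2, the regulator of the oxidative stress response, also divided at 12 h, with 6 of 21 higher, such as Hmox1 (1.30), and 9 lower, such as Aldh3a1 (-1.38), the same counts over the list alone. Their median was -0.08, their mean 0.05 and the direction given by camera downward (adjusted p = 0.80). At 6 h, 7 of these NRF2 targets were higher and 1 lower (camera adjusted p = 0.045, or 0.38 with an estimated correlation, 0.10 after quantile normalization). Of 17 autophagy genes, 3 were higher and 7 lower at 12 h (3 and 7 over the list alone), with Atg12 at 0.71 and Wipi1 at -1.15 (camera adjusted p = 0.40).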

Table 1 shows the number of cell death-related genes whose functions were increased or decreased in Up-I and Up-II clusters. Moreover, ER stress-associated genes, such as *Ddit3* [17], *homocysteine-inducible*, *endoplasmic reticulum stress-inducible*, *ubiquitin-like domain member 1* (*Herpud1*) [28], *protein phosphatase 1*, *regulatory subunit 15A* (*Ppp1r15a*) [29] and *tumor necrosis factor* (*Tnf*) [30] (for Up-I) and *activating transcription factor 4* (*Atf4*) [31], *caspase 12* (*Casp12*) [32], *glucosidase β 2* (*Gba2*) [33], *heat shock protein 4-like* (*Hspa4l*) [34] and *Hspa5* [16] (for Up-II) were observed in these clusters. 

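Table 1 names 80 genes, and 72 of them were among the tested probe sets. In the list of Up-I genes that promote cell death, all 15 tested genes were higher at 3 h and 14 were higher at 12 h (15 and 14 when adjusted over the list alone). Hbegf, a growth factor of the EGF family, rose by 1.40, 2.00 and 1.67 on the log2 scale at 3, 6 and 12 h. In the list of Up-I genes that prevent cell death, 13 of 17 were higher at 3 h (15 over the list alone) and all 17 at 12 h. Bdkrb2, a bradykinin receptor, rose by 1.53, 3.10 and 2.19. Nr4a2 (2.63 at 12 h) and Vegfa (2.40 at 12 h) each had 1 probe set in Up-I and another in Up-II. Of 14 genes of Up-II that promote cell death, 4 were higher at 3 h, 11 at 6 h and 14 at 12 h (5, 13 and 14 over the list alone), such as Ppif, the mitochondrial cyclophilin D (0.87, 1.51 and 1.76), and S100a8 (-0.07, 0.06 and 1.68). Of 27 that prevent it, 5, 16 and 25 were higher (6, 18 and 25 over the list alone), such as Odc1, an enzyme of polyamine synthesis (0.62, 1.24 and 1.54), and Thbd (0.44, 0.26 and 1.88). None of these lists had a member that was lower in the test over all genes. The paper chose the lists from the same arrays as rising genes, and split them by their course on these arrays, so these counts are not independent evidence of their direction or timing. Of the 80 genes, 63 were 2.5-fold higher here. Probe sets of a gene could differ: for Itgav, an integrin subunit, the brightest changed by 0.09 at 12 h and another by 1.32.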

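Of the genes listed, Ddit3, Ppp1r15a, Tnf and Atf4 were higher from 3 h, Herpud1 and Hspa4l from 6 h, and Hspa5 and Casp12 at 12 h. Ddit3, the proapoptotic transcription factor also called CHOP, rose by 1.93, 2.89 and 3.28 on the log2 scale at 3, 6 and 12 h (standard error 0.07, limma adjusted p = 0.0016, 4e-04 and 0.00016), a 9.74-fold change at 12 h. Ppp1r15a, which encodes the phosphatase subunit that restores translation, rose by 1.82, 2.49 and 2.68 (standard error 0.10, limma adjusted p = 0.0019 at 3 h). Tnf, a cytokine of cell death, rose by 3.17, 3.87 and 2.49 with a standard error of 0.44 (limma adjusted p = 0.014 at 3 h). Its call at 3 h was lost without the vehicle array of 0 h or of 6 h, at 3.23 and 3.09. A dimmer probe set of Tnf that was not tested differed by 0.08, 1.02 and 0.24 at 3, 6 and 12 h. Herpud1, a component of ER-associated degradation, was at 0.11 at 3 h (limma adjusted p = 0.67) and rose by 1.09 at 6 h and 2.87 at 12 h. Atf4, the transcription factor of the integrated stress response, rose by 0.53, 1.02 and 1.40 (standard error 0.07, limma adjusted p = 0.012 at 3 h), a call that was lost at 3 h without the vehicle array of 6 h or of 12 h, with the change at 0.53 in both cases. Hspa5, the main chaperone of the ER lumen, had log2 changes of 0.04 at 3 h (limma adjusted p = 0.93) and 0.50 at 6 h (limma adjusted p = 0.069), and rose by 1.68 at 12 h (standard error 0.17, limma adjusted p = 0.00074). Hspa4l, a cytosolic chaperone, rose by 0.48 at 6 h and 1.93 at 12 h. Casp12, an ER-resident caspase, rose by 1.34 at 12 h (standard error 0.20, limma adjusted p = 0.0027), or 1.12 against the vehicle array of 12 h. Gba2, a glucosylceramidase, was below the signal limit and differed by 0.77 at 12 h. Of the 8 tested genes, 4 were higher at 3 h, 6 at 6 h and 8 at 12 h (4, 8 and 8 when adjusted over the list alone). They were chosen by the paper from these arrays, so the count is not independent evidence.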

When cell death-associated genes belonging to clusters Up-I and Up-II were analyzed, the gene networks Up-I and Up-II were identified, respectively (Figures 6 and 7). The gene network Up-I contained many cell death-inducing genes, including *activating transcription factor 3* (*Atf3*) [35], *Ddit3* [17] and FBJ *osteosarcoma oncogene* (*Fos*) [36]. 

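All 11 tested genes of the gene network Up-I were higher at 3 h and at 6 h, and 10 at 12 h, by limma (11, 11 and 10 when adjusted over the list alone). Their mean log2 changes were 2.42, 2.49 and 1.90. Against the mean of the vehicle arrays, Fos, Fosb, Atf3, Egr1 and Zfp36 were highest at 3 h, Tnf, Icam1 and Fosl1 at 6 h, and Ddit3, Ppp1r15a and Trib3 at 12 h. Against the vehicle array of the same time, Atf3 (3.50) and Zfp36 (2.04) were highest at 6 h and Fosl1 (1.81) at 12 h. Fos, a subunit of AP-1, rose by 4.21 at 3 h, 2.92 at 6 h and 1.82 at 12 h (standard error 0.27, limma adjusted p = 0.0024, 0.0013 and 0.0026). Atf3, a stress-induced repressor, rose by 3.55, 3.28 and 2.29 (standard error 0.25, limma adjusted p = 0.0024, 0.00075 and 0.00082). Egr1 (2.27, 1.73 and 0.72) and Zfp36 (2.11, 2.01 and 1.05), which encodes a protein that destabilizes cytokine mRNAs, followed the same course, and the call of Egr1 at 12 h was lost without the vehicle array of 6 h (0.71) or of 12 h (0.74). Trib3, a pseudokinase, rose from 1.47 through 2.20 to 3.71, as did Ddit3 and Ppp1r15a. Icam1 rose by 1.06, 1.57 and 0.98, and its call at 3 h was lost without the vehicle array of 0 h (1.09), of 6 h (1.03) or of 12 h (0.98). Without the vehicle array of 6 h, Trib3 at 3 h lost its call too, at 1.49. The mean of the network genes in the vehicle array of 3 h lay 0.37 above that of the other vehicle arrays. The paper chose these genes on the same arrays, so their direction and timing are not independent evidence.

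**Figure D1:**
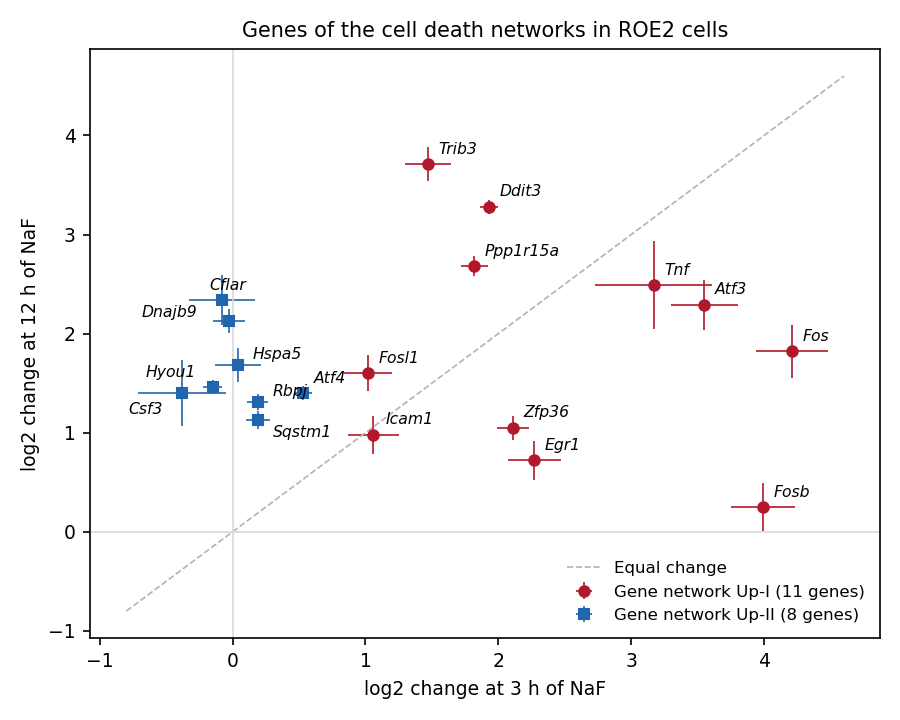
Log2 change at 12 h of NaF (vertical axis) against the log2 change at 3 h (horizontal axis), each relative to the mean of the 4 vehicle arrays, for the tested genes of the gene networks Up-I (circles, 11 genes) and Up-II (squares, 8 genes); bars are standard errors from limma and the dashed line marks equal change. Fos (4.21 at 3 h) and Atf3 (3.55) lie below the line, Ddit3 and Trib3 above it, and the Up-II genes lie between -0.38 and 0.53 at 3 h.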

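Of the 8 genes of the gene network Up-II, 1 (Atf4) was higher at 3 h, 4 at 6 h and 8 at 12 h by limma (1, 6 and 8 when adjusted over the list alone), with mean log2 changes of 0.04, 0.52 and 1.61. Cflar, which encodes the caspase-8 inhibitor FLIP, had log2 changes of -0.08 and 0.26 at 3 and 6 h and rose by 2.34 at 12 h (standard error 0.25, limma adjusted p = 0.00081). Its other probe set changed by 0.51. Dnajb9 (2.13 at 12 h) and Hyou1 (1.46 at 12 h), a co-chaperone and a chaperone of the ER, rose at 12 h, as did Csf3 (1.40, standard error 0.33), a granulocyte growth factor. Sqstm1, the autophagy receptor p62, rose by 0.65 at 6 h and 1.13 at 12 h (standard error 0.09, limma adjusted p = 0.00033). A dimmer probe set of Sqstm1 rose by 1.55 at 12 h. Rbpj, the DNA-binding effector of Notch, rose by 0.48 at 6 h and 1.31 at 12 h. Over the network, 12 h exceeded 3 h in all 8 genes by limma, by 1.57 on average. The paper chose these genes on the same arrays, so their shared direction and timing are not independent evidence.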

The gene network Up-II contained many cell death-preventing genes, including *Atf4* [37], *Hspa5* [38] and *sequestosome 1* (*Sqstm1*) [39].

### 2.5. Verification of Differentially Expressed Genes

A real-time quantitative polymerase chain reaction (qPCR) assay was conducted to verify the microarray results. Five genes, *Atf3*, *Atf4*, *Ddit3*, *Fos* and *Hspa5*, were selected from the up-regulated genes that belonged to the gene networks Up-I and Up-II and were associated with cell death and/or ER stress. As demonstrated in Figure 8, the expression levels of 3 genes, *Atf3*, *Ddit3* and *Fos*, belonging to gene network Up-I were immediately and significantly up-regulated from 3 h after NaF (2 mM) exposure. Gradual and significant increases in the expressions of *Atf4* and *Hspa5* in gene network Up-II were detected. These data were almost comparable to the results of microarray analysis (Figure 8). 

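The array signals of the 5 genes tested by qPCR are given against the vehicle array of the same time. Atf3 had log2 differences of 3.19 at 3 h, 3.50 at 6 h and 2.55 at 12 h. The vehicle signal itself fell from 8.04 at 3 h to 7.46 at 6 h, and the NaF signal was 11.23 at 3 h and 10.96 at 6 h, so which of these times stood highest depended on the baseline. Fos had differences of 3.74, 3.04 and 1.87, and its vehicle signal of 3 h (6.58) was the highest of the 4 vehicle arrays. Ddit3 differed by 1.89, 2.83 and 3.37, Atf4 by 0.58, 1.02 and 1.41, and Hspa5 by -0.02, 0.24 and 1.85. Between 12 h and 3 h of NaF, limma gave a difference of 1.35 for Ddit3 (adjusted p = 0.00077), 0.87 for Atf4 (adjusted p = 0.0015) and 1.64 for Hspa5 (adjusted p = 0.0029), whereas Fos was lower by 12 h, at -2.39 (adjusted p = 0.0037), and so was Atf3, at -1.26 (adjusted p = 0.020). Each signal came from 1 pooled array.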

Next, the expression levels of Hspa5 and Ddit3 proteins were monitored using Western blot analysis. The protein expression level of Hspa5 was constant in non-treated and vehicle-treated cells, but significantly elevated in the cells at 12 and 24 h after NaF (2 mM) treatment (Figure 9A). As shown in Figure 9B, although no expression of Ddit3 protein was detected in the control cells, the expression was significantly increased in the compound-treated cells in a time-dependent manner.

### 2.6. Effects of Knockdown of Hspa5 and Ddit3 on Cell Viability

To knockdown genes such as *Hspa5* and *Ddit3*, RNA interference technology was used. As shown in Figure 10A, NaF (2 mM) induced significant increases in the protein expression levels of both Hspa5 and Ddit3 in rat oral epithelial ROE2 cells. On the other hand, treatment of the cells with the siRNAs for *Hspa5* and *Ddit3* effectively decreased the NaF-induced increases in the Hspa5 and Ddit3 protein expressions, respectively. In addition, silencing of either Hspa5 or Ddit3 significantly reduced or elevated the cell viability, respectively, to 46.0% (*vs.* 55.0% in the control) or 60.4% (*vs.* 51.9% in the control) (Figure 10B). Next, the roles of these proteins in the human malignant oral epithelial cell line HSC-3 were evaluated. NaF at a concentration of 2 mM elicited a marked elevation in the protein expression levels of Hspa5 and Ddit3 compared with control cells. When the siRNAs for *Hspa5* and *Ddit3* were transfected into HSC-3 cells, effective silencing of these gene products was observed (Figure 10C). In HSC-3 cells, knockdown of Hspa5 significantly reduced the cell viability to 46.6% *vs.* 59.0% in control cells. In contrast, *Ddit3*-knockdown significantly increased the cell viability to 68.3% *vs.* 47.9% in the control group (Figure 10D). These data demonstrated that *Hspa5* and *Ddit3* exerted cytoprotective and cytodamaging effects, respectively, in both cell lines exposed to NaF.

## 3. Discussion

The oral application of toothpastes and mouth rinses results in relatively high fluoride levels in the oral cavity. In fact, fluoride toxicity has been reported in both *in vivo* [6,7] and *in vitro* oral mucosal models [8–10]. It is also well known that fluoride at a millimolar range elicits complex cellular responses such as enzyme activity, signal transduction, ER stress and cell death in a wide variety of cell types [1]. Because of the complex cellular responses induced by fluoride, we thought that a combination of array-based transcript profiling with bioinformatics analysis technologies was the most useful approach for elucidating the molecular mechanisms of fluoride. This approach, as used in the present study, was the first to demonstrate the genes and gene networks involved in the cell death accompanying ER stress induced by NaF in oral epithelial cells.

In the present study, cell death measured as chromatin condensation was induced by relatively high concentrations of NaF (2 and 4 mM) in rat oral epithelial ROE2 cells. The induction of apoptosis by this compound was confirmed by the activation of caspase-3. In addition, NaF inhibited the protein synthesis and decreased MMP in ROE2 cells as previously reported in oral mucosal fibroblasts [8]. These results were comparable to those in previous studies [1,6,8,11–13]. Global-scale microarray and computational gene expression analyses clearly demonstrated that many probe sets that were differentially expressed by a factor of 2.5-fold or greater could be categorized into 4 gene clusters with distinct expression patterns. Interestingly, we further identified a number of genes and several gene networks associated with cell death from each gene cluster by using the Ingenuity^®^ Pathways Knowledge Base. Moreover, these gene clusters included many ER stress-related genes such as *Ddit3* [17] and *Hspa5* [16]. In our cell system exposed to NaF, the remarkable elevations of the expressions of *Ddit3* and *Hspa5* were verified by real-time qPCR and Western blotting, suggesting that NaF induces ER stress as described in previous manuscripts [9,10,18,19]. In this study, ER stress-related genes were observed in up-regulated gene clusters rather than down-regulated gene clusters. Therefore, we focused on either the up-regulated genes or gene clusters Up-I and Up-II. It was of particular interest that, among the 133 rapidly increased probe sets (gene cluster Up-I), the gene network Up-I consisting of 13 genes was principally associated with the biological function of increased cell death (Figure 6). This gene network included several bZIP transcription factors, such as *Atf3* [35], *Ddit3* [17], *Fos* [36], FBJ osteosarcoma oncogene B (*Fosb*) [40], and *fos-like antigen 1* (*Fosl1*) [41]. Of these, Ddit3 has been reported to be a key molecule in the induction of apoptosis during ER stress [17]. 

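Of 37 tested ER chaperones and genes of ER-associated degradation, 5 of which the paper names, 1 was higher at 3 h and 8 were higher and 2 lower at 6 h. At 12 h 35 were higher and 1 lower by limma (0, 4 and 35 higher when adjusted over the list alone). The mean log2 changes were -0.05, 0.17 and 1.02, and camera (limma) placed the list higher at 12 h with an adjusted p of 3.8e-11, or 0.33 with an estimated correlation. Besides Herpud1, the largest rises at 12 h belonged to Ero1b, an oxidase of disulfide formation (2.86), Creld2 (2.52) and Dnajb9. The 37 genes had 49 probe sets, of which 11 were in the Up clusters and 0 in the Down clusters. Random probe sets would place 1.49 of 49 in each direction. Of 31 tested targets of ATF4 in amino acid metabolism and stress, the paper names 4. By limma 8 of the 31 were higher at 3 h, 19 at 6 h and 30 at 12 h (14, 19 and 30 over the list alone). The mean log2 change rose from 0.47 through 0.68 to 1.36, and the median from 0.20 through 0.47 to 1.14. The camera adjusted p was 8.9e-07 at 3 h and 2.3e-11 at 12 h, or 0.33 and 0.32 with an estimated correlation. The 3 h mean rested in part on genes that the paper chose on these arrays, such as Ddit3 (1.93) and Ppp1r15a (1.82). Trib3, Ddit3, Chac1 and Ppp1r15a led this list. Of its 37 probe sets 20 were in the Up clusters and 0 in the Down clusters. Of the 8 probe sets of the ER stress genes that the paper names, 7 were in Up and 0 in Down clusters, genes chosen on these arrays. The vehicle array of 3 h, with the widest gap between 3' and 5' signals of beta-actin, deviated from the other vehicle arrays by 0.02 for the chaperones and 0.10 for the ATF4 targets. From the rise of Ddit3 and Hspa5 seen also by qPCR and Western blotting, the paper proposes that NaF induces ER stress. Since it found ER stress genes in its rising rather than its falling clusters, it turned to Up-I and Up-II.

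**Figure D2:**
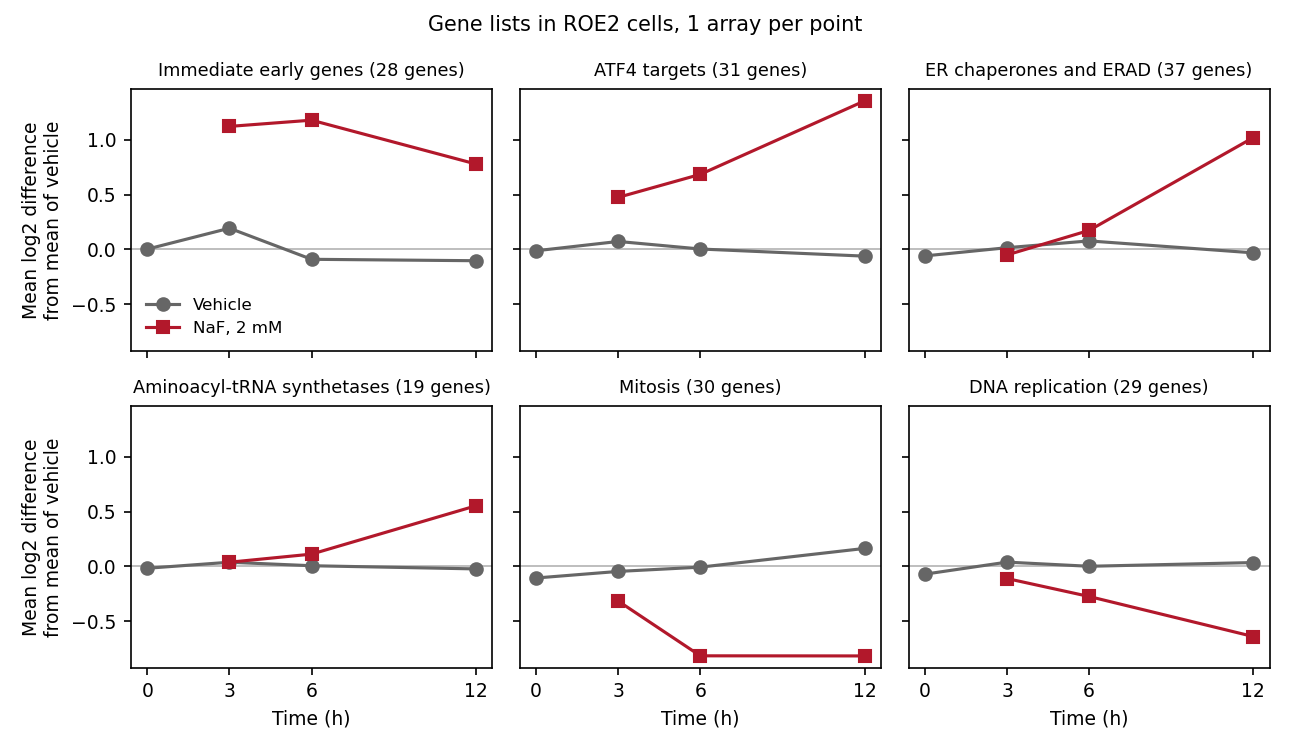
Mean log2 difference from the mean of the 4 vehicle arrays (vertical axis) against time in h (horizontal axis) for 6 gene lists; gray circles are vehicle arrays and red squares are arrays of 2 mM NaF, each point the mean over the genes of a list on 1 array. ATF4 targets stood at a mean of 0.47 (median 0.20) at 3 h, when ER chaperones were at -0.05 (median -0.03). Both means were above 1 at 12 h, while mitosis genes were at -0.82 at 6 and 12 h.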

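The bZIP genes of the network differed in their course. Fosb had the largest difference between times: it rose by 3.99 at 3 h and 2.82 at 6 h (standard error 0.24, limma adjusted p = 0.0023 and 0.00094) and was at 0.25 at 12 h (limma adjusted p = 0.40). Its change at 12 h was lower than at 3 h by a log2 difference of -3.73 (limma adjusted p = 0.00095). Fosl1, which encodes the AP-1 subunit FRA1, rose by 1.02 at 3 h, 1.64 at 6 h and 1.60 at 12 h (standard error 0.18, limma adjusted p = 0.028, 0.0019 and 0.00097), with a difference of 0.58 between 12 h and 3 h (limma adjusted p = 0.086). Without the vehicle array of 0, 6 or 12 h its call at 3 h was lost, at 1.04, 0.98 and 0.96. The signal of Fosl1 in vehicle, 9.39 on the log2 scale, was already well above that of the dimmest probe sets tested.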

As expected, gene silencing experiments using siRNA for *Ddit3* demonstrated that Ddit3 had a role in the induction of cell death induced by NaF in the oral epithelial cell lines ROE2 and HSC-3. It has been suggested that homo- and hetero-dimeric protein complexes of the bZIP protein act as activators and repressors of transcription [42]. In the gene network Up-I, relationships have been identified between *Ddit3* and each of *Atf3*, *Fos*, *Fosb* and *Fosl1* [42,43]. In addition, previous studies demonstrated that *Ppp1r15a* and *tribbles pseudokinase 3* (*Trib3*) are targets of *Ddit3* and are involved in *Ddit3*-dependent apoptosis accompanying ER stress [29,44,45]. In addition, increased apoptotic effects of intercellular adhesion molecule 1 (Icam1) [46], matrix metallopeptidase 10 (Mmp10) [47], nuclear receptor subfamily 4, group A, member 1 (Nr4a1) [48], Tnf [49], and zinc finger protein 36 (Zfp36) [50] have been documented. In the present work, we further uncovered the gene network Up-II (8 genes), which was associated with the cell death-preventing function, from the gene cluster Up-II that contained 299 gradually increased probe sets (Figure 7). In NaF-treated ROE2 cells, increases in the expression levels of *Atf4* and *Hspa5* were confirmed by real-time qPCR. Under ER stress conditions, ATF4 activates the transcription of *Hspa5* [14,15] and this gene product is reported to inhibit apoptosis [37,38]. In the present study, cytoprotective effects of Hspa5 were observed in our cell systems treated with NaF. Under both gene clusters Up-I (13 genes) and Up-II (8 genes), 6 genes, *Atf4* [51], *Ddit3* [9], *Fos* [52], *Hspa5* [9], *Icam1* [46] and *Tnf* [53], out of 21 genes were shown to be increased under apoptotic conditions induced by NaF. However, a large portion of the differentially regulated genes represented newly identified genes whose relationships to the effects of NaF have not yet been reported. The differentially expressed genes identified here, and/or the gene networks they act within, are likely to be involved in cell death accompanying ER stress induced by NaF in oral epithelial cells. However, the relationship between gene expression and cell death and/or ER stress is unknown. Further investigations will be required to clarify this issue.

Several studies have investigated the effects of fluoride on gene expression using microarray technologies. Although Wurtz *et al.* [20] demonstrated 8 differentially expressed genes in odontoblast culture cells induced by a fluoride at a non-toxic dose (1 mM), these were not detected in genes that were identified in our cell system. Wu *et al.* [21] also reported that 247 genes were 1.5-fold or more differentially expressed after fluoride treatment in rat incisor pulp tissue. Up-regulation of *period circadian clock 1* (*Per1*) and down-regulations of *calpastatin* (*Cast*) and *programmed cell death 4* (*Pdcd4*) could be detected in ROE2 cells treated with NaF. Moreover, Sun *et al.* [22] identified 97 genes whose expressions were changed >2.0-fold in the sperm of mice treated with fluoride. 

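Pdcd4, which encodes an inhibitor of translation initiation, fell by 0.79 at 6 h and 1.51 at 12 h on the log2 scale (standard error 0.10, limma adjusted p = 0.0032 and 0.00026). All 4 of its tested probe sets were in cluster Down-II, and a dim probe set that was not tested stood at 0.03 at 12 h. Cast, the inhibitor of calpain proteases, fell at 12 h only, with a log2 change of -0.64 (standard error 0.06, limma adjusted p = 0.00058), and its other tested probe sets stood at -1.09 and 0.01. Per1, a repressor of the circadian clock, rose by 0.86 at 12 h (standard error 0.07, limma adjusted p = 0.00045), a 1.82-fold change.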

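Akap12, which encodes a scaffold that binds protein kinase A, decreased throughout the exposure, with log2 changes of -0.57 at 3 h, -0.95 at 6 h and -1.92 at 12 h (standard error 0.12, limma adjusted p = 0.048, 0.0032 and 0.00024). A dimmer probe set that was not tested differed by -0.74 at 12 h. Camkk1, which encodes a kinase that activates calmodulin-dependent kinases, had a mean log2 signal of 6.66 in vehicle, below the signal limit on every array, and differed by -0.63, -1.27 and -1.44 at 3, 6 and 12 h. When all 31099 probe sets were tested, it was lower at 12 h (limma adjusted p = 0.0023).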

Only 2 genes, *A kinase* (PRKA) *anchor protein 12* (*Akap12*) and *calcium/calmodulin-dependent protein kinase 1*, *alpha* (*Camkk1*), were found to be down-regulated in our NaF-treated cells. Therefore, almost all of the genes that were differentially regulated and identified here were not observed in these three microarray examinations [20–22].

## 4. Experimental Section

### 4.1. Cell Culture

Recently, we succeeded in establishing the immortalized oral epithelial cell line ROE2 from fetal transgenic rats harboring the temperature-sensitive simian virus 40 large T-antigen [25]. The cells with stratified epithelial-like morphology proliferated continuously at a permissive temperature of 33 °C and at an intermediate temperature of 37 °C. ROE2 cells were maintained in Dulbecco’s modified Eagle medium/Ham F-12 (1:1) (DMEM/F12) medium (Life Technologies Co., Grand Island, NY, USA) supplemented with 2% fetal bovine serum (FBS; Equitech-Bio Inc., Kerrville, TX, USA), 20 μg/L insulin, 20 μg/L transferrin, 1.22 μg/L ethanolamine, 91.4 ng/L sodium selenite and 10 μg/L epidermal growth factor (Sigma-Aldrich Co., St. Louis, MO, USA) in a collagen type I-precoated culture vessel (Asahi Glass Co., Ltd., Tokyo, Japan) at 33 °C [25]. The human malignant oral epithelial cell line HSC-3 was obtained from the Human Science Research Resources Bank of the Japan Health Sciences Foundation (Tokyo, Japan). HSC-3 cells were cultured in Eagle’s minimal essential medium (E-MEM; Wako Pure Chemical Industries Ltd., Osaka, Japan) supplemented with 10% FBS at 37 °C.

### 4.2. Incubation of Cells with the Compound

NaF (purity: 99.0%, Wako Pure Chemical Industries Ltd., Osaka, Japan) was dissolved in sterilized water. ROE2 cells were cultivated in DMEM/F12 medium supplemented with 2% FBS for 24 h at 37 °C, followed by incubation in DMEM/F12 medium supplemented with 2% FBS and the compound at final concentrations of 0 to 4 mM for 0–24 h at 37 °C. HSC-3 cells were cultured in E-MEM supplemented with 10% FBS and 2 mM NaF for 24 h at 37 °C. Cells treated with vehicle (sterilized water; 1% *v*/*v*) alone were used as a control.

### 4.3. Measurements of Cell Number, Cell Viability and Cell Death

For the trypan blue dye exclusion test, the number of cells excluding the dye was counted by using a hematocytometer. We also used Cell Count Reagent SF (Nacalai Tesque Inc., Kyoto, Japan), a water-soluble tetrazolium salt WST-8 [2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2*H*-tetrazolium, monosodium salt] based assay, for this purpose. In short, cells were incubated in 110 μL of Daigo’s T medium (phenol red free, Wako Pure Chemical Industries Ltd.) containing 9.1% (*v*/*v*) of Cell Count Reagent SF in a 96-well cell culture plate at 37 °C. Two hours later, the produced formazan dye concentration was determined from the absorbance at 450 nm [54]. For measuring chromatin condensation, a Nuclear-ID™ Green Chromatin Condensation Kit (Enzo Life Sciences Inc., Farmingdale, NY, USA) was used. Finally, the stained samples were run on an Epics XL flow cytometer (Beckman Coulter Inc., Brea, CA, USA) [55].

### 4.4. Measurements of Protein Content and MMP

Protein content in cells was estimated by using a Pierce^®^ bicinchoninic acid (BCA) Protein Assay Kit (Pierce Biotechnology, Rockford, IL, USA). Bovine serum albumin was used as a standard. The optical density of the developed blue color was read at 570 nm. MMP was evaluated by JC-1 (5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenzimidazolylcarbocyanine iodide) (JC-1 Mitochondrial Membrane Potential Assay Kit, Cayman Chemical Co., Ann Arbor, MI, USA). The fluorescence of monomeric (green) or aggregate JC-1 (red) was examined at an emission wavelength of 525 or 597 nm, respectively, under a fluorescence microscope.

### 4.5. Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis (SDS-PAGE) and Western Blotting

After washing once with phosphate-buffered saline, the cells were scraped using a rubber policeman. Cells were dissolved in 50 mM Tris–HCl buffer (pH 7.4) containing 150 mM NaCl, 1% NP-40 and protease inhibitor cocktail (Nacalai Tesque, Inc.) and homogenized by an ultrasonic disruptor. Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and Western blotting were carried out as described elsewhere [56,57]. The polyvinylidene difluoride membranes were incubated with the primary antibody at 4 °C overnight, and exposed to the peroxidase-conjugated secondary antibody at room temperature for 1 h. Immunoreactive proteins were visualized by a luminescent image analyzer using a chemiluminescence detection system. Primary antibodies used were as follows: anti-caspase-3 antibody (#9662, Cell Signaling Technology Inc., Beverly, MA, USA), anti-cleaved caspase-3 antibody (#9664, Cell Signaling Technology Inc.), anti-Hspa5 antibody (#3183, Cell Signaling Technology Inc.); anti-Ddit3 antibody (#2895, Cell Signaling Technology Inc.) and anti-glyceraldehyde 3-phosphate dehydrogenase (Gapdh) antibody (MAB374, Millipore Co., Temecula, CA, USA).

### 4.6. RNA Isolation

Total RNA was extracted from cells using an RNeasy Total RNA Extraction kit (Qiagen, Valencia, CA, USA) along with on-column DNase I treatment. RNA quality was analyzed using a Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA). RNA samples that had RNA integrity number values above 9.8 were considered acceptable.

### 4.7. Microarray and Pathway Analyses

A time course microarray analysis was carried out using a GeneChip^®^ system. RNA samples were obtained at 0, 3, 6 and 12 h post-vehicle treatment (0 mM NaF), and were obtained at 3, 6 and 12 h post-NaF (2 mM) treatment. For each time point, RNA from 3 independent experiments was pooled to generate 7 RNA pools. Seven Rat Genome 230 2.0 arrays, which were spotted with 31,099 probe sets (Affymetrix Inc., Santa Clara, CA, USA), were used. According to the manufacturer’s instructions, 500 ng of total RNA was used to synthesize cRNA with a GeneChip^®^ 3′ IVT Express Kit (Affymetrix, Inc.). Biotin-labeled cRNA was hybridized to the arrays at 45 °C for 16 h, and the arrays were stained with streptavidin phycoerythrin and scanned using a probe array scanner. The obtained hybridization intensity data were analyzed using GeneSpring^®^ GX (Agilent Technologies Inc.) to extract the significant genes. To examine gene ontology, including biological processes, cellular components, molecular functions, and gene networks, the obtained data were analyzed using Ingenuity^®^ Pathway Analysis tools (Ingenuity Systems Inc., Mountain View, CA, USA), a web-delivered application that enables the identification, visualization, and exploration of molecular interaction networks in gene expression data [23,24].

### 4.8. Real-Time Quantitative Polymerase Chain Reaction (qPCR)

Real-time qPCR was carried out on an Mx3000P real-time PCR system (Agilent Technologies Inc.) using SYBR PreMix ExTaq (Takara Bio Inc., Shiga, Japan) or Premix Ex Taq (for the use of TaqMan probes; Takara Bio Inc.) according to the manufacturer’s protocols. The reverse transcriptase reaction was carried out with total RNA by using a random 6 mers and an oligo dT primer. Based on the database, the specific PCR primers and probes were designed (Table S5). Each mRNA expression level was normalized with respect to the mRNA expression of *Gapdh* [23,24].

### 4.9. siRNA Transfection

ROE2 or HSC-3 cells were incubated in Opti-MEM^®^ I Reduced Serum Medium (Life Technologies Co.) containing Lipofectamine™ RNAiMAX (Life Technologies Co.) and 40 or 20 nM siRNA for 6 h at 37 °C, respectively, and were cultured in each standard culture medium for 42 h at 37 °C. The siRNAs were synthesized by Nippon Gene Co., Ltd. (Toyama, Japan) (Table S6). Luciferase siRNA was used as a negative control siRNA [55].

### 4.10. Statistical Analysis

Data are shown as the means ± standard deviations for at least 3 independent experiments except in the case of the microarray experiment. Statistical analysis was analyzed using Student’s *t*-test and *p* values less than 0.05 were regarded as statistically significant.

## 5. Conclusions

In conclusion, knowledge of the changes in gene expression and gene networks will provide further insight into the molecular mechanisms of NaF-induced cell death accompanying ER stress in oral epithelial cells.

## Figures and Tables

**Figure 1.**
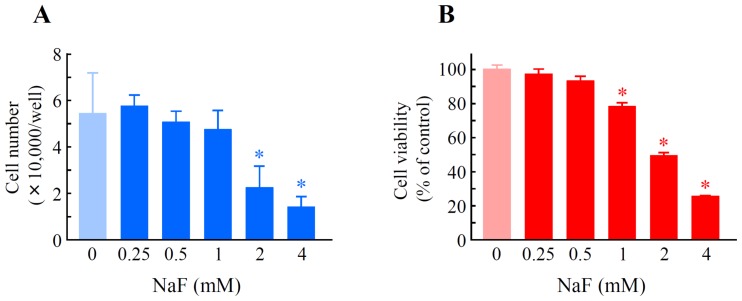
Effects of sodium fluoride (NaF) on cell number and cell viability in rat oral epithelial ROE2 cells. Cells were incubated with NaF at concentrations of 0 to 4 mM for 24 h. (**A**) Cell number was counted using a hematocytometer. The data represent the means ± standard deviations (*N* = 4); and (**B**) Cell viability was monitored using a WST-8 assay. Cells treated with 0 mM NaF served as a control (100%). The data represent the means ± standard deviations (*N* = 8). * *p* < 0.05 *vs.* NaF (0 mM) (Student’s *t*-test).

**Figure 2.**
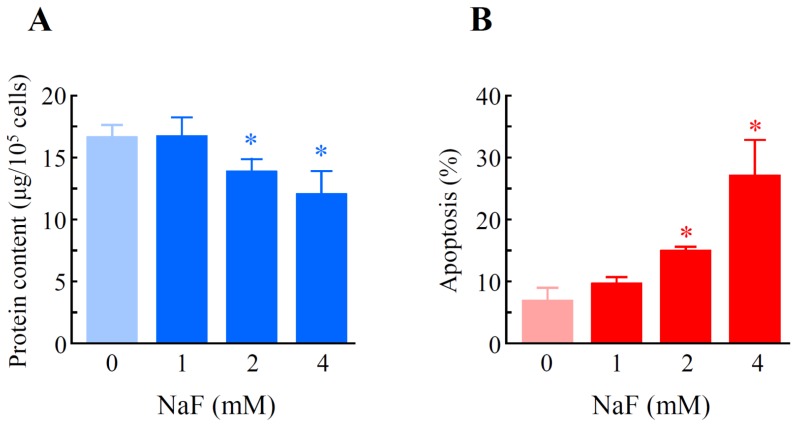
Effects of NaF on protein content and chromatin condensation in ROE2 cells. Cells were incubated with NaF at concentrations of 0 to 4 mM for 24 h. (**A**) The protein contents in cells were estimated by using a Pierce^®^ bicinchoninic acid (BCA) Protein Assay Kit (Pierce Biotechnology, Rockford, IL, USA); and (**B**) Chromatin condensation was measured using a Nuclear-ID Green Chromatin Condensation Kit (Enzo Life Sciences Inc., Farmingdale, NY, USA). The data represent the means ± standard deviations (*N* = 3).* *p* < 0.05 *vs.* NaF (0 mM) (Student’s *t*-test).

**Figure 3.**
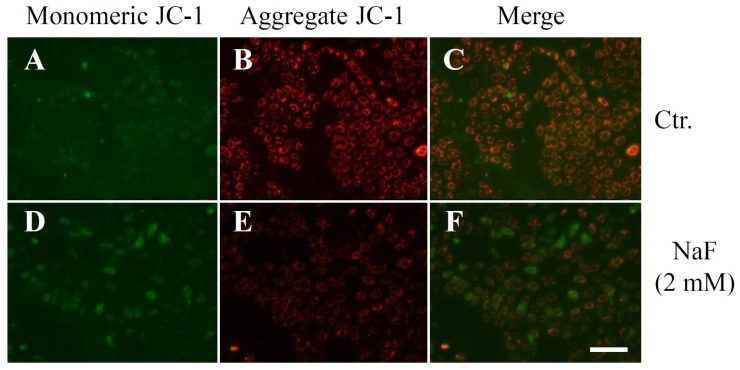
Effects of NaF on mitochondrial membrane potential (MMP) in ROE2 cells. Cells were cultured with or without 2 mM of NaF for 6 h. MMP was measured by JC-1, an indicator of mitochondrial function. (**A**,**D**) monomeric JC-1 green fluorescence; (**B**,**E**) aggregate JC-1 red fluorescence; and (**C**,**F**) merge images. (**A**–**C**) control cells (Ctr.); and (**D**–**F**) NaF-treated cells. Ctr., control. Scale Bar, 200 μm.

**Figure 4.**
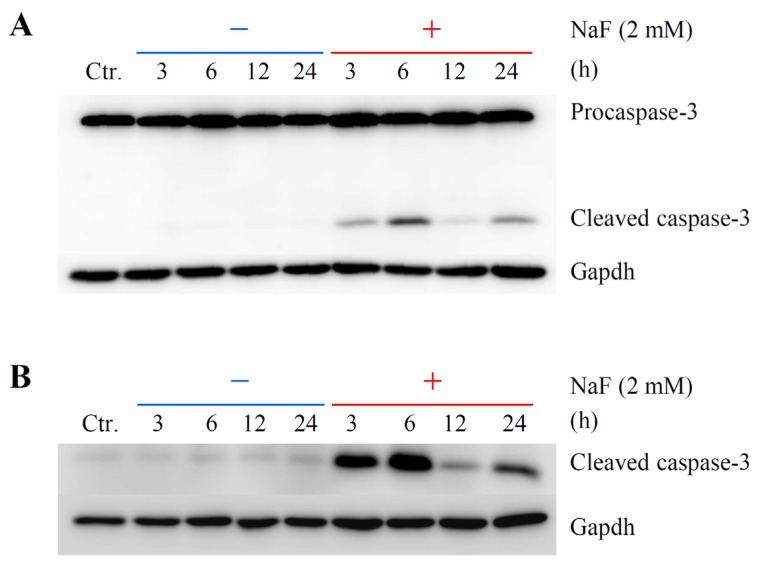
Effects of NaF on caspase-3 cleavage in ROE2 cells. Cells were cultured with or without 2 mM of NaF for 3 to 24 h. Western blot analysis was performed with anti-caspase-3 antibody, which reacted with procaspase-3 and cleaved caspase-3 (**A**); anti-cleaved caspase-3 antibody (**B**) and anti-Gapdh antibody. Gapdh served as a loading control. Ctr., control.

**Figure 5.**
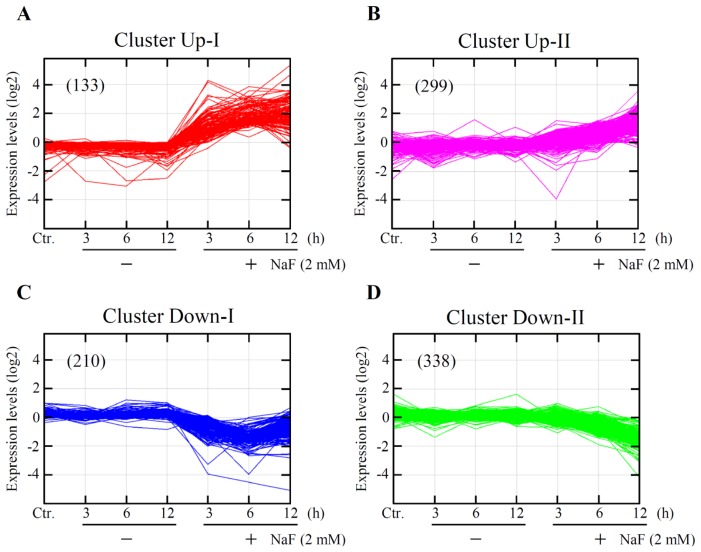
Cluster analysis of genes that were differentially expressed. ROE2 cells were cultured with or without 2 mM of NaF for 3 to 12 h. *K*-means clustering of the probe sets that were differentially expressed by a factor of 2.5 or more was carried out using the GeneSpring^®^ GX software (Agilent Technologies Inc., Santa Clara, CA, USA). Expression levels are shown. Non-treated cells served as a control (Ctr.). The figures in the parentheses indicate probe sets numbers. (**A**) cluster Up-I; (**B**) cluster Up-II; (**C**) cluster Down-I; and (**D**) cluster Down-II.

**Figure 6.**
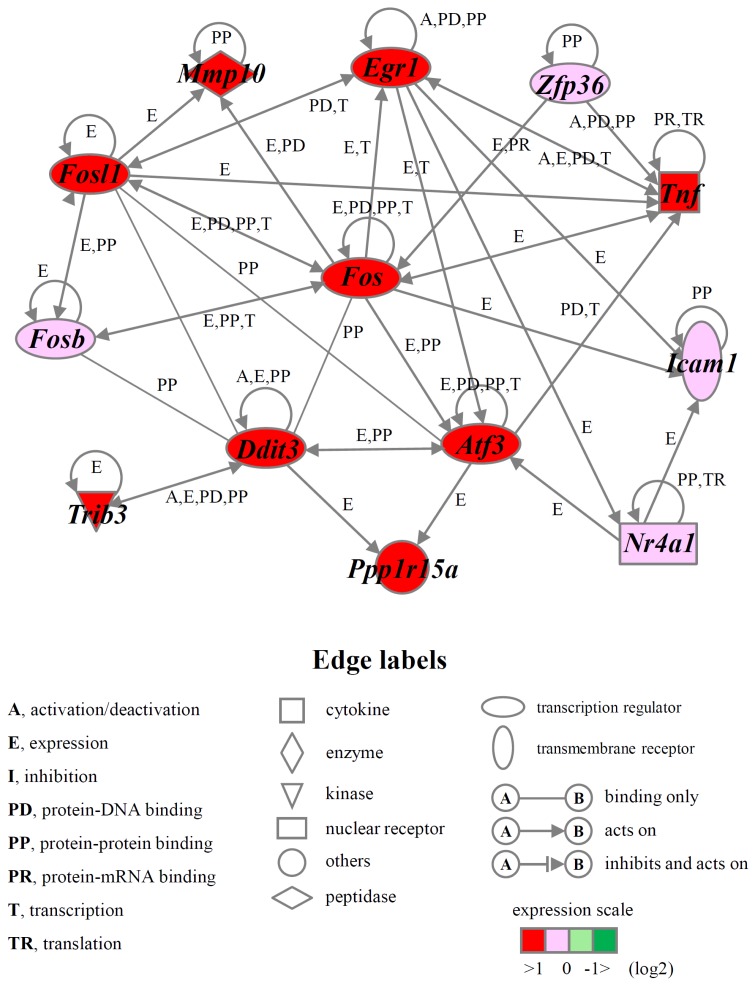
A gene network Up-I. Genes that were up-regulated in the cluster Up-I were analyzed by the Ingenuity^®^ Pathway analysis software. The network is displayed graphically as nodes (genes) and edges (the biological relationships between the nodes). Nodes and edges are displayed as various shapes and labels that present the functional class of genes and the nature of the relationship between the nodes, respectively.

**Figure 7.**
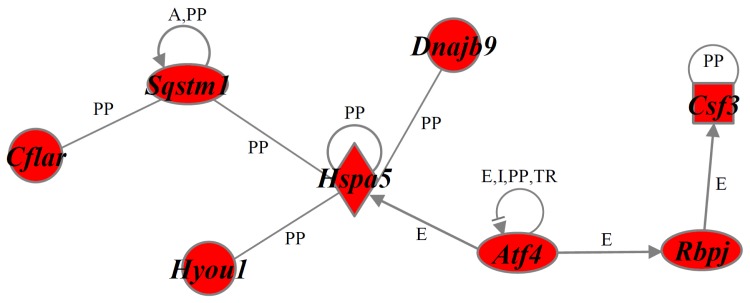
A gene network Up-II. Genes that were up-regulated in the cluster Up-II were analyzed by Ingenuity^®^ Pathway analysis software. For an explanation of the symbols and letters, see Figure 6.

**Figure 8.**
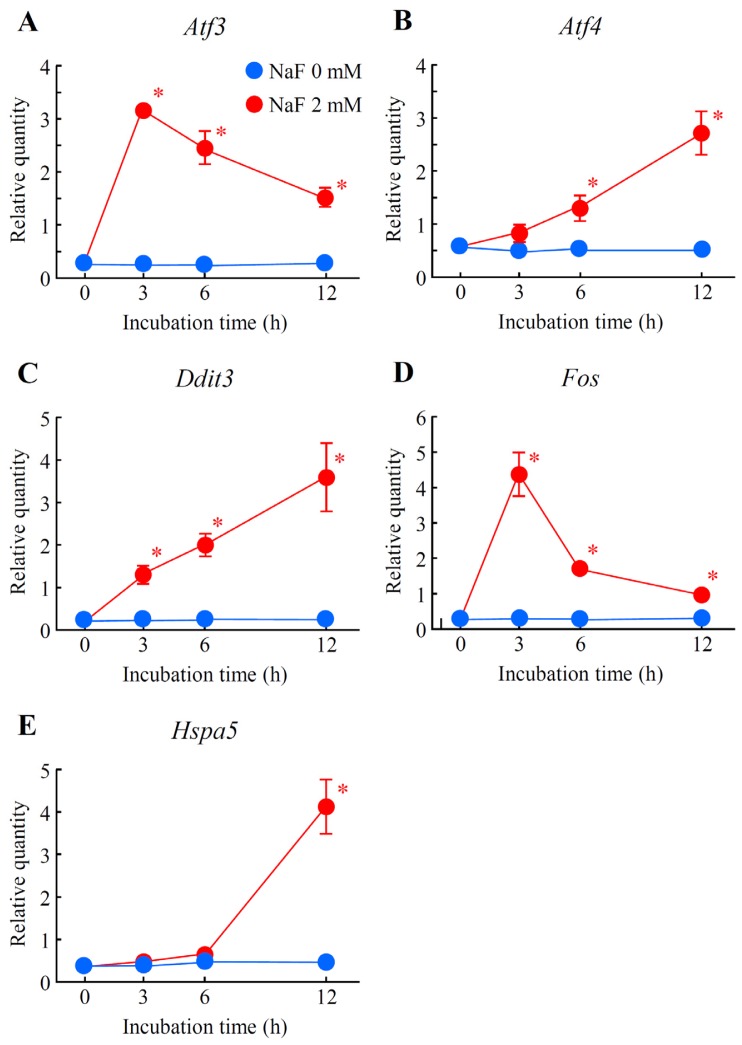
Verification of microarray results with real-time quantitative polymerase chain reaction (qPCR). Cells were incubated with or without NaF (2 mM) for 0 to 12 h. Real-time qPCR was performed. (**A**) *Atf3*; (**B**) *Atf4*; (**C**) *Ddit3*; (**D**) *Fos*; and (**E**) *Hspa5*. The data represent means ± standard deviations from 4 different experiments. Each expression level was normalized by Gapdh. Open circles, 0 mM NaF; closed circles, 2 mM NaF. * *p* < 0.05 *vs.* each NaF (0 mM) (Student’s *t*-test).

**Figure 9.**
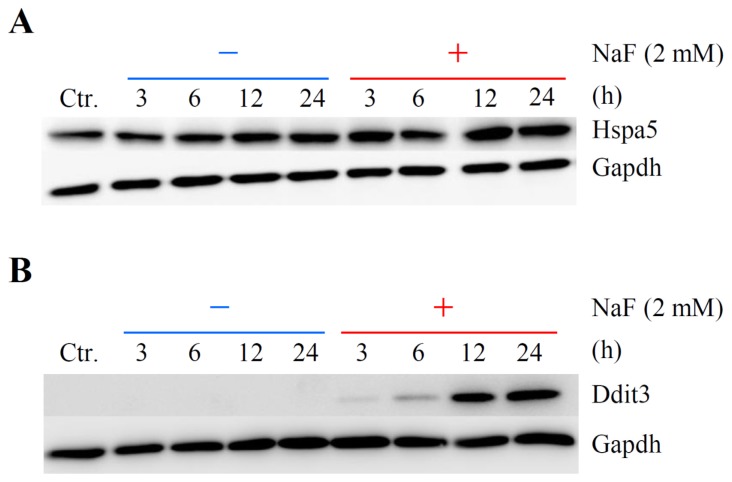
Effects of NaF on protein expressions for Hspa5 and Ddit3 in ROE2 cells. Cells were cultured with or without 2 mM of NaF for 3 to 24 h. Western blot analysis was performed with the specific primary antibodies for Hspa5 (**A**) and Ddit3 (**B**). Gapdh served as a loading control. Ctr., control (non-treated cells).

**Figure 10.**
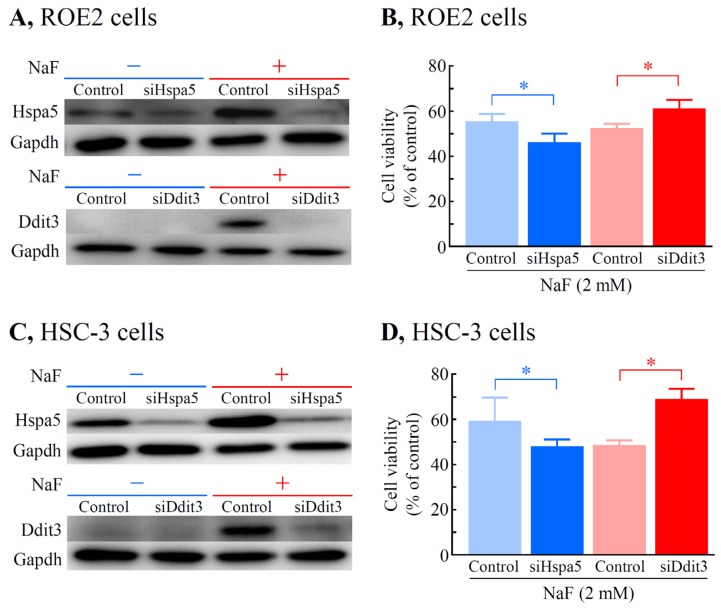
Effects of knockdown of Hspa5 and Ddit3 on the NaF-induced decrease in cell viability in rat oral epithelial ROE2 cells (**A**,**B**) and human malignant oral epithelial HSC-3 cells (**C**,**D**). Cells transfected with siRNA for *Hspa5*, *Ddit3* or *luciferase* were cultured with or without 2 mM of NaF for 24 h. Luciferase siRNA-treated cells served as a control. (**A**,**C**) Western blot analysis was performed with the specific primary antibodies for Hspa5 and Ddit3. Gapdh was used as a loading control; and (**B**,**D**) Cell viability was monitored using a WST-8 assay. Cell viability in the cells treated with 0 mM NaF was taken as 100%. The data represent the means ± standard deviations (*N* = 4–6). * *p* < 0.05 (Student’s *t*-test).

**Table 1.** The function of cell death-related genes in Up-I and Up-II clusters.

Clusters Functions	Genes
**Up-I**	
Pro-cell death 1	*Atf3*, *Ddit3*, *Egr1*, *Fos*, *Fosb*, *Fosl1*, *Gch1*, *Hbegf*, *Icam1*, *Mmp10*, *Nedd9*, *Nr4a1*, *Ppp1r15a*, *Rassf1*, *Tnf*, *Trib3*, *Zfp36*, *VGF*
Anti-cell death 2	*Abcb4*, *Areg*, *Bdkrb2*, *Clcf1*, *Dusp1*, *Egr2*, *Gdf15*, *Herpud1*, *Il6*, *Itsn1*, *Nr4a2*, *Nr4a3*, *Plaur*, *Procr*, *Sema6a*, *Tslp*, *Vegfa*, *Zmynd15*

**Up-II**	
Pro-cell death	*Abcb1*, *Atf2*, *Casp4*, *Casp12*, *Cxcl12*, *Fem1b*, *Il23a*, *Mllt11*, *Nrg1*, *Per1*, *Slscr1*, *Ppif*, *S100a8*, *Smox*, *Surf1*, *Tfrc*, *Zc3h8*
Anti-cell death	*Alkbh1*, *Atf4*, *Atp2b1*, *Bcl2a1*, *Cd55*, *Cdhr1*, *Cflar*, *Csf3*, *Dnajb9*, *Ehd4*, *Hspa5*, *Hyou1*, *Itgav*, *Lin7c*, *Lonp1*, *Mafk*, *Manf*, *Naa30*, *Nabp1*, *Odc1*, *Plaur*, *Rbbp6*, *Rbpj*, *Slc1a1*, *Slc25a19*, *Slc29a2*, *Sqstm1*, *Thbd*

1 Genes that are reported to induce cell death;

2 Genes that are reported to prevent cell death.

How the deposited data were processed for this re-analysis (not part of the article)

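Gene expression was measured in rat oral epithelial ROE2 cells with 7 Affymetrix rat genome arrays, for vehicle at 0, 3, 6 and 12 h and for 2 mM NaF at 3, 6 and 12 h. Each array held the pooled RNA of 3 independent experiments, so each combination of treatment and time was measured on 1 array. The authors labeled and hybridized cRNA, scanned the arrays and analyzed the intensities in GeneSpring GX, whose version and normalization are not given in the sources used here. The deposited values were log2 signals per probe set that the authors had already normalized between arrays, and they were used as deposited, without further scaling. Detection calls and the supplementary tables of cluster members were not used here. The legend of Figure 5 calls its control non-treated cells, whereas the methods describe vehicle at 0 h, and the 0 h array was taken as vehicle. Probe sets were named through a platform annotation of 2016, and older names in the paper were matched to the current symbols. Of 31099 probe sets, 20832 had 1 symbol, 436 had several and 9831 had none. No gene was named from a probe set with several symbols, and Actb and Bax were left out for this reason. No genome coordinates are given.

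The 11379 probe sets with the highest signal in any array were analyzed, the number of expressed probe sets in the paper; 24 of them were control probe sets of the array. Fold changes at the paper's factor of 2.5 were taken against the vehicle array of the same time, since the paper names non-treated cells as control in the legend of its cluster figure but no baseline for the factor of 2.5 in its text. Log2 changes of named genes are against the mean of the 4 vehicle arrays unless stated otherwise. A probe set past 2.5-fold in both directions (1 case) was counted under its larger change. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg, adjusted p under 0.05). Each NaF array was compared with the mean of the 4 vehicle arrays, and the 12 h array with the 3 h array of NaF. These contrasts had 3 residual degrees of freedom and 2.68 prior degrees of freedom, and the lone NaF array was assumed to vary like the vehicle arrays. A further limma fit compared the 3 NaF arrays with the 4 vehicle arrays. The median SD over the vehicle arrays was 0.0794 and the median standard error at 12 h 0.0853, on the log2 scale. The number of arrays limits the precision of every value. K-means used 4 clusters, 50 starts and Euclidean distance on log2 values centered on the median of each probe set. Of the clusters in each direction, the one with the larger mean change at 3 h was called I.

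Gene lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 81 tests (lists and times). Each gene entered with its tested probe set of highest mean signal. The test was repeated with a correlation estimated from the residuals. A minimum of 5 tested genes for this test was set after the data were seen, and shorter lists were given as counts. The lists were ER chaperones and ER-associated degradation, ATF4 targets, aminoacyl-tRNA synthetases, immediate early genes, NF-kB targets and cytokines, NRF2 targets, heat shock proteins, mitosis, DNA replication, p53 targets, cholesterol synthesis, glycolysis, hypoxia targets, respiratory chain, apoptosis machinery, autophagy, epithelial, squamous, mesenchymal, muscle, leukocyte and endothelial markers and reference genes, and the paper's own gene groups. The lists, tests, alternatives and the rule for named genes were set before the data were examined, except where stated otherwise. The rule named each gene of the paper's text, Table 1 and networks, the 10 largest rises and falls at 12 h and the 5 largest at 3 and 6 h among genes past both the test and 2.5-fold, up to 4 members of each list with the largest change at 12 h, and Gapdh.

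The fits were tested on simulated data with the spread of the vehicle arrays. Of 200 probe sets changed by 0.5, 1 and 2 on the log2 scale among 11379, the comparison of the 12 h array with the vehicle arrays recovered 31%, 87% and 99.5%, and that of 3 with 4 arrays 81%, 98.5% and 100%. Calls among the unchanged probe sets numbered 0, 6 and 13 in the 12 h comparison and 3, 7 and 6 in the other, and without any change set there were 0 in both. In the real 12 h comparison 3418 probe sets were called higher and 3521 lower. Since the adjusted p depends on the share changed, the simulated percentages do not give the recovery of that comparison. Alternatives were other baselines, filters and scalings, 2-fold as the threshold, each array left out, a variance trend, time as a block, the t-test that the paper names for its other experiments, other clusterings and the mean of a gene's probe sets. Alternatives without the 3 h arrays, and each vehicle array against the others, were added after the data were seen, as were several tests named with their results.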

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

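The tests of a bright signal range, of the vehicle array of 3 h, of a property shared by the 3 h arrays (in the form given), of the scaling between arrays and of the time of exposure, and the test of zinc finger genes, were chosen after the results were seen; those of the 5' signal and of other splits of the arrays were not.

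The mean of the ER chaperones differed by 1.07 on the log2 scale between 12 h and 3 h of NaF, while the largest deviation of a vehicle array was 0.10. If bright probe sets near the top of the signal range hid an early rise, dimmer chaperones would have risen at 3 h, but the 19 at or below the median level stood at -0.06 (SD 0.16). If the vehicle array of 3 h hid it, leaving that array out would have raised the mean, which was -0.05 without it. These values argue against both explanations. The time of exposure and a property of the single 12 h array cannot be told apart as the origin of the difference, since each time had 1 array.

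Genes of mitosis changed by a mean of -0.82 at 6 h and at 12 h of NaF, and 12 h lay below 3 h by a mean difference of -0.50; the largest deviation of a vehicle array was 0.22. Loss of 5' signal would have lowered the list in the vehicle array of 3 h, with the widest gap of the beta-actin probes, but its deviation was -0.06. With other scalings of the arrays the fall was at least as large, at -0.84 for the smaller of quantile normalization and equal medians. The time of exposure and a property of single arrays cannot be told apart as the origin of the difference of -0.50, since each time had 1 array.

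At 3 h of NaF more probe sets were lower (695) than higher (338) by limma. If both 3 h arrays shared a property, changes would shrink against the vehicle array of 3 h. Over the 523 probe sets called lower without that array, the median ratio to the change against the other vehicle arrays was 1.05, and 509 lay below that array, which argues against this source of the falls. Over the 298 called higher the ratio was 0.81, and 295 lay above it. The excess of falls was smaller with equal array medians (795 lower and 596 higher), so part of it may come from the scaling.

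Over all times, 1032 probe sets differed between the 3 NaF and 4 vehicle arrays by limma. Among the 35 splits into groups of these sizes, only the real split (1 of 35, the smallest share possible) gave as many. The highest other split gave 0 calls. This share counts against chance only if arrays of different times may change places, so it does not exclude chance for this design. Only 8 splits keep the times apart, too few for a share under 0.05. With time as a block the same comparison gave 0 calls (lowest adjusted p 0.097), and leaving out 1 array gave between 50 and 1655 higher in place of 517, so the number itself is uncertain.

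Between 12 h and 3 h of NaF, by camera on the difference itself, the mean log2 value also differed for ATF4 targets (0.88), aminoacyl-tRNA synthetases (0.51), DNA replication (-0.53), cholesterol synthesis (-0.58) and epithelial markers (-0.34). With an estimated correlation the lowest adjusted p of these differences was 0.26.

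Besides the ER chaperones and mitosis genes above, lists drawn up here that passed camera at 12 h with the preset correlation, and differed from vehicle by more than any vehicle array did from the others, had mean log2 changes of 1.36 for ATF4 targets, 0.55 for aminoacyl-tRNA synthetases, 0.78 for immediate early genes, 1.07 for NF-kB targets and cytokines, -0.64 for DNA replication, -0.48 for cholesterol synthesis, -0.16 for the respiratory chain, -0.37 for epithelial, -0.59 for squamous and -0.67 for mesenchymal markers. With an estimated correlation none of these passed (lowest adjusted p 0.32).

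A check over the 4 vehicle arrays covered 59 items: genes, list means, and signal summaries and control probe values of the arrays. In 2 of them a vehicle array stood apart from the others. The gap relative to the range was 0.887 for the mean of hypoxia targets and 0.838 for Ppp1r15a. The items for this check were chosen after the data were seen, and chance gives about 1 in 20 such groups.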

How the results depend on the processing

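The alternatives without the 3 h arrays, and each vehicle array against the other 3, were chosen after seeing the data. No result of a gene or gene list that passed its test changed direction under any alternative run. The balance of the 2.5-fold counts did change. It was 345 higher and 347 lower here, 364 and 252 with the 0 h array as baseline, and 494 and 547 with all probe sets. Floors and pseudocounts set for linear values were not run, since the values were log2 already. With the NaF and vehicle arrays of 3, 6 and 12 h paired through time as a block, there were 0 limma calls higher and 0 lower (994 and 1360 at an unadjusted p under 0.05, lowest adjusted p 0.097), against 517 and 515 in the unblocked comparison. The causes of the changes below were not tested, except that fewer probe sets or a stricter threshold lower a 2.5-fold count, and 2.5-fold as a further condition a limma count, by construction. Of the probe sets past 2.5-fold, the brighter part of the 11379 gave 186 higher and 145 lower, 2-fold gave 684 and 845, and all probe sets gave 547 lower. By limma at 3 h, 579 were higher after quantile normalization and 596 with equal medians (821 and 795 lower), 73 higher and 150 lower with all probe sets, and 445 lower in the brighter part. The brighter part gave 1248 higher and 1285 lower at 6 h and 1926 and 1948 at 12 h. With 2.5-fold as a further condition, 31 and 38 remained at 3 h, 141 and 141 at 6 h, and 313 and 231 at 12 h. Leaving out 1 vehicle array gave 65 to 298 higher and 148 to 534 lower at 3 h, lowest without the 6 h array (123 and 247 without the 12 h array, 206 higher without the 0 h array), and 1229 (without the 6 h array) to 2020 higher at 6 h. Over all times, leaving out 1 array gave 50 (without vehicle 6 h) to 1655 (without NaF 3 h) higher and 14 (without vehicle 6 h) to 1622 (without NaF 3 h) lower. Each array mattered: without vehicle 0, 3 and 12 h, 58, 87 and 64 were higher and 21, 31 and 19 lower, and without NaF 6 and 12 h, 86 and 813 higher and 62 and 1215 lower. The brighter part gave 287 and 261, all probe sets 236 lower, the methods' t-test 1584 and 1491 at their threshold and 27 and 13 after Benjamini-Hochberg adjustment, and the comparison without the 3 h arrays 1124 and 930. That comparison gave 344 probe sets 2.5-fold higher and 325 lower. Each vehicle array against the other 3 gave 0 limma calls (1346, 1362, 62 and 339 at an unadjusted p under 0.05 for 0, 3, 6 and 12 h, with 2 residual degrees of freedom). Up-I held 163 probe sets with scaled profiles. With camera, 8, 13 and 12 lists were higher and 2, 2 and 7 lower at 3, 6 and 12 h; of the higher lists 6, 7 and 7 were the paper's own groups, chosen on these arrays, and no evidence of direction. With an estimated correlation 0 and 0 passed at each time (lowest adjusted p 0.32, from residuals of the vehicle arrays alone), and after quantile normalization 4 were lower at 12 h. Of 81 list results, 44 calls were lost with an estimated correlation, 5 after quantile normalization, 2 with equal medians, 1 with the mean of a gene's probe sets and 2 without the vehicle array of 3 h. Of 190 gene results, each repeated without each vehicle array, calls were lost in 29 repeats and the other 731 kept their side of the threshold; 2 calls were lost after quantile normalization and 1 with equal medians, and 2 calls were gained with the mean of a gene's probe sets. The log2 change moved by more than the SD of the gene over the vehicle arrays in 80 results with the vehicle array of the same time as baseline and in 53 with the 0 h array. At 12 h these losses included Egr1, Slc29a2, Hk1, Krt15 (-1.37 without vehicle 3 h), Krt13 (-1.16 without vehicle 0 h or 3 h), Myh1, Egfl7 and Polr2a. Signals near the background, as those of Il6 and Fosb in vehicle, limit the folds.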

Differences from the paper's values

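The paper gives 548 probe sets as lower by a factor of 2.5 or more, and 347 were found here. Of the alternatives set before the data were examined, the analysis of all 31099 probe sets gave 547, within 1.5 times of the paper's number. The others did not: the 0 h array as baseline gave 252, the mean of the vehicle arrays 297, the probe sets of highest mean 321, the brighter part 145, 2-fold 845, quantile normalization 324 and equal medians 337. The paper gives 133 probe sets for Up-I, and 71 were found here. Clustering of profiles scaled to an SD of 1 gave 163, within 1.5 times of the paper's number, but the same setting gave 187 for Up-II, against 299 in the paper and 276 here, and so moved that cluster away. A pair of clusters per direction gave 67, centering on the vehicle mean 60, and each of 10 other random starts 71. The paper gives 338 probe sets for Down-II, and 193 were found here. No alternative came within 1.5 times of that number: they gave 194, 191, 192 and, for the 10 other starts, 193. All of these clustered the same 692 probe sets, of which 347 were lower, against 548 lower in the paper. They therefore cannot tell a different clustering from a smaller input, and how much of the gap follows from the input was not tested. The paper's text states the factor of 2.5 without a baseline, and the legend of Figure 5 names non-treated cells as the control; the alternative with the 0 h array stands for that reading.

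The paper lists 36 genes of Up-I in its Table 1, and 21 of these had a probe set in Up-I here; with scaled profiles there were 27. Of the 45 genes that it lists in Up-II, 31 had a probe set in Up-II here, and 22 with scaled profiles. The paper places Herpud1 in Up-I, and it was in Up-II here in each of the 4 clusterings, with a log2 change of 0.11 at 3 h and 2.87 at 12 h. Fosl1 and Icam1, of the paper's gene network Up-I, were in Up-II here and in Up-I with scaled profiles; the other 9 tested genes of that network were in Up-I here too. The paper places Il23a in Up-II, as it was with scaled profiles, and it was in Up-I here in the other clusterings. In its Table 1 the paper counts Casp12, Per1, Surf1, Rassf1, Naa30, Nabp1, Rbpj, Slc1a1 and Slc29a2 among the genes past 2.5-fold, and here their largest log2 changes were 1.12, 0.82, 1.20, 1.28, 1.15, 1.22, 1.30, 1.16 and 0.68, below the limit of 1.32. With the 0 h array as baseline Casp12 (1.49), Surf1 (1.39), Naa30 (1.35), Nabp1 (1.42) and Rbpj (1.42) passed, with the mean of the vehicle arrays Casp12 (1.34), and with all probe sets Rbpj (1.39). At 2-fold all of them passed except Per1 and Slc29a2. Mmp10, Nr4a1, Vgf and Clcf1, which were not among the 11379, passed 2.5-fold when all probe sets were used, at 3.24, 1.59, 2.11 and 2.36. Smox did not, at 0.95, nor did Gba2, a gene of the paper's Up-II cluster, at 0.71. Of the 80 genes of Table 1, 63 passed 2.5-fold here, 66 with the 0 h array, 62 with the mean of the vehicle arrays, 68 with all probe sets and 70 at 2-fold. The paper names Cast as lower in these cells; its largest log2 change here was -0.65, short of 2.5-fold, or -1.40 with the 0 h array as baseline. Camkk1 was 2.5-fold lower only when all probe sets were used. The paper shows Atf3 highest at 3 h by qPCR, and the array value against the vehicle of the same time was highest at 6 h, at 3.50, or at 3 h, at 3.55, with the mean of the vehicle arrays.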

Other observations

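The test of zinc finger genes was chosen after the result was seen. Of 25 tested NF-kB targets and cytokines, 6 of them named by the paper, 13 were higher and 2 lower at 12 h by limma (13 and 2 when adjusted over the list alone; camera adjusted p = 0.0072, or 0.67 with an estimated correlation). Besides Il6, Il23a and Tslp, Cxcl2, a neutrophil chemokine, rose by 3.00 (standard error 0.66, limma adjusted p = 0.010). The lower genes, named after their values were seen, were Ccl7, at -1.70, and Csf1 (limma adjusted p = 0.0027). The list's mean also differed between vehicle arrays, with the 12 h array at -0.49 from the others. Of 28 immediate early genes, 10 of them named by the paper, 14 were higher and 4 lower at 3 h (16 and 4 over the list alone) and 18 and 2 at 12 h (19 and 2 over the list alone; camera adjusted p = 0.0012, or 0.63 with an estimated correlation). Nr4a3, an orphan nuclear receptor, rose by 1.45, 2.68 and 2.12 at its brightest probe set and by 2.98, 4.42 and 4.13 at another, and Dusp5, a phosphatase of ERK, by 1.02, 1.95 and 2.20. The vehicle array of 3 h lay 0.26 above the others for this list. Aminoacyl-tRNA synthetases were at a mean of 0.04 at 3 h, and at 12 h 15 of 19 were higher and 1 lower (16 and 1 over the list alone; camera adjusted p = 1.6e-05, or 0.33 with an estimated correlation), led by Cars1 (1.35) and Sars1 (1.22). Of 16 hypoxia targets, 8 were higher and 4 lower at 12 h (8 and 4 over the list alone; camera adjusted p = 0.12), such as Adm at 0.80 and Egln3 at -0.81.

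Of 30 mitosis genes, 3 were lower at 3 h, 26 at 6 h and 29 at 12 h and none was higher (3, 27 and 30 over the list alone; camera adjusted p = 7.2e-08 at 12 h, or 0.54 with an estimated correlation), with Nusap1 at -1.27 and Kif20a at -1.16. Of 29 DNA replication genes, 25 were lower and 1 higher at 12 h (25 and 1 over the list alone; camera adjusted p = 8.9e-07, or 0.49 with an estimated correlation), with Chaf1b at -1.21 and Mcm5 at -1.04. Of 19 genes of cholesterol synthesis, 3 were higher and 4 lower at 6 h, and 12 were lower and 0 higher at 12 h (12 over the list alone; camera adjusted p = 0.0072, or 0.64 with an estimated correlation), with Fdft1 at -1.41, Fdps at -1.19 and Srebf2, the regulator of the pathway, at -1.01. Of 23 epithelial markers, 16 were lower and 1 higher at 12 h (16 and 1 over the list alone; camera adjusted p = 0.0065, or 0.33 with an estimated correlation), with Tp63, a transcription factor of basal epithelium, at -0.80. Of 9 squamous differentiation genes, 7 were lower and 1 higher (7 and 1 over the list alone; camera adjusted p = 0.040, or 0.33 with an estimated correlation), with Cnfn at -1.29. Of 6 mesenchymal markers, 5 were lower (5 over the list alone; camera adjusted p = 0.039, or 0.33 with an estimated correlation), with Vim at -1.19, Acta2 at -0.92, Tagln at -0.72 and Col5a1 at -0.67. Of 59 genes of the respiratory chain, 24 were lower and 5 higher at 12 h (21 and 3 over the list alone; camera adjusted p = 0.033, or 0.63 with an estimated correlation), with Uqcrh at -0.88. At 6 h camera placed this list higher, with a mean of 0.06 (adjusted p = 0.047, or 0.64 with an estimated correlation). Of its genes 6 were higher and 3 lower at 6 h (0 and 1 over the list alone). The calls of the squamous, mesenchymal and respiratory chain lists at 12 h were lost after quantile normalization (adjusted p = 0.050, 0.055 and 0.053). Of 13 glycolysis genes, 5 were lower at 12 h (5 over the list alone; camera adjusted p = 0.37), with Ldhb at -0.94 and Pfkp at -0.87. Myh1, the muscle gene tested, rose by 0.50, Egfl7, the endothelial gene, was at -0.27 and Cd14, the leukocyte gene, at -0.70 at 12 h. The calls of Myh1 and Egfl7 were lost after quantile normalization, with changes of 0.45 and -0.26. The call of Myh1 was also lost without the vehicle array of 3, 6 or 12 h (0.55, 0.44 and 0.45). That of Egfl7 was lost without the vehicle array of 6 h (-0.28).

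A hypothesis for the excess of falls at 3 h was that transcripts of zinc finger genes, of which many are short-lived, may fall early. Of 118 tested genes named Zfp or Znf, 22 were lower and 5 higher at 3 h by limma, against 491 lower and 205 higher among 7653 genes. Their median log2 change was -0.05, and 4.11% of 10000 random lists of equal size and similar signal had a median at or below it. The test left the hypothesis open, since the median lay near 0 and members moved both ways. This reading replaced an earlier one after the value of 4.11% was seen. The median was -0.16 at 6 h (46 lower and 23 higher) and 0.22 at 12 h (25 lower and 54 higher), and the vehicle array of 3 h deviated from the other vehicle arrays by 0.11 for these genes.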
